A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

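Genomic DNA from mouse tails was measured by two-colour comparative genomic hybridisation on an oligonucleotide array of about 1 probe per 2 kb. The 7 mice were a sire, a dam and 5 offspring, and 1 male mouse was the reference on all 14 arrays. Each mouse was on 2 arrays, once in Cy3 and once in Cy5, which carry the same DNA and count as 1 replicate. Per the study's methods, tails of sires and offspring were taken after natural death and those of dams after weaning, so age differs between the groups. The labels name the family and the dye of each mouse, and they do not give the sex of the offspring. The mouse names carry 20 mGy, which the study uses for its irradiated group, while the series design text calls the sire non-irradiated.

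Per the file headers, the processed red and green signals are an intensity made by Agilent Feature Extraction 10.7.1.1, after background subtraction, spatial detrending and linear dye normalisation. The deposited spot and local background medians are an intensity with no normalisation. Per the file headers, the ratio column is the log10 of processed red over green. The deposited series matrix holds log2 values, found here to be the log2 form of that ratio column within 1e-06, turned so that every column is reference over mouse, with no centring. The direction used here is the opposite, mouse over reference. The matrix has 964482 entries per array against 966371 non-control spots in the scanner files.

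The log2 ratio of mouse over reference was computed from the processed signals, averaged over spots of the same probe (11711 probes had several) and centred on the median of the autosomal probes of each array. Of 950749 probes, 950622 were autosomal, 68 were on X, 23 on Y and 36 on unplaced contigs, and the last were left out. The median spacing was 2053 bp. Positions are those of mouse build mm9 given by the array design. The annotation at hand is on another build, so no genes were named in regions and no coordinates were converted. A probe was called dim or flagged when, on any array, a spot was not well above background, saturated or marked as an outlier by the scanner software, which applied to 27942 autosomal probes.

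Signals limit the precision. The median green signal was 169 to 220 on arrays of scan days 1 and 2 and 96.0 to 126 on those of scan days 3 and 4. Spots not well above background numbered 1500 to 6131 on the former and 6996 to 14584 on the latter arrays. The robust SD per probe was 0.195 to 0.287 per array, with a median of 0.210. It is the robust SD of differences between neighbouring probes divided by the square root of 2. Over autosomal probes, the dye-swapped arrays of a mouse correlated at -0.35 to -0.16 in mouse over reference direction, a correlation across probes, which are not independent replicates. After a dye effect per probe, estimated on the other 6 mice, was subtracted, it was -0.12 to 0.05. Scan day 1 held the sire and dam, day 2 offspring 1 and 2, day 3 offspring 3 and 4, and day 4 offspring 5.

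The calling rule followed the study's methods. A probe was positive when its ratio passed 0.8 in size on both arrays in the same direction, or when it and an adjacent probe passed 0.5 on both. Positive probes of one direction with at most 2 other probes between them formed a region, called Type S with 1 positive probe and Type L with 2 or more. Regions of one direction that shared a positive probe between mice were joined as a family region. A region of an offspring was a de novo candidate when neither parent had a positive probe of that direction in it and each parent's mean was under 0.5 times that of the offspring. The study's second, denser array and its PCR assays were not used here.

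The tests were chosen before the data were examined. Regions found in 1 mouse only were compared between 5 offspring and 2 parents with an exact two-sided permutation test. Transmission was tested with an exact two-sided binomial test against 50%, with Clopper-Pearson 95% intervals. Single probes were tested with limma 3.58.1 (lmFit and eBayes) on the mean of the 2 arrays of each mouse, offspring against parents and family against 0, with Benjamini-Hochberg adjustment, and the second fit also required a mean over 0.5 in size. Named regions were all Type L de novo candidates, the 15 largest Type S candidates, the 15 family regions and the 10 regions of 1 parent with most positive probes, and the 10 probes with smallest p in each fit. From these the text gives the members that matter in full. The lower regions shared by exactly the dam, offspring 4 and offspring 5, the pair of candidates left by normexp correction and all window segments were chosen after their values were seen. The planned gene list tests need gene positions on mm9 and were not run.

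Window segments are runs of windows of 25 consecutive probes with a mean past 0.2 in size in the same direction on both arrays. The alternatives were normexp background correction with an offset of 50 in limma, the series matrix values, a running median subtracted along the genome, other thresholds, the single-probe rule alone, the mean of the 2 arrays, no dim or flagged probes, other rules for joining and for parents, no centring, 14 arrays with the mouse as a random block, and each offspring left out. Normexp used median signals, since the files hold no mean signals. Alternatives added later were a dye effect per probe, scan day as a random block, leaving out the mice of scan days 3 and 4, leaving out the regions of the dam with offspring 4 and 5, and the settings of the windows.

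The calling rule was tested on simulated data with independent normal noise at the SD of each array. Losses planted at -0.92 were found in 53.0% of cases with 1 probe, 94.3% with 2 and 98.3% with 3. Gains planted at 0.54 were found in 1.43% with 1 probe and 13.1% with 2, and 8 of 6589954 probe and mouse pairs with nothing planted were called. Dim spots and dye effects per probe were not simulated, so those 8 are no measure of false calls among the 1371 in the data. Segments planted at -0.3 over 25 probes were found in 99.3% of cases. In the limma fits a planted shift of 1 was called in 59% of probes for offspring against parents and in 98% for the family against the reference, and a shift of 0.5 in 0% and 36.5%. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 with the data.table package at version 1.17.8.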

Results

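The series addressed whether chronic gamma-irradiation of a sire at 20 mGy per day for 400 days leaves DNA copy number changes in its progeny. It held tail DNA of 1 mouse family, namely a sire, a dam and 5 offspring, of the strain labelled C57BL/6 and named C57BL/6J/Nrs in the study's methods. Each mouse was hybridised against the same male reference mouse on 2 dye-swapped arrays. The series title and the dose carried in the labelled mouse names place the family with exposed males, whereas the series design text calls this sire non-irradiated. No family of an unexposed sire was analysed here. Exposure was therefore not compared. All values are log2 ratios of mouse over reference at probe positions on mouse build mm9, with the SD taken over the 2 arrays of a mouse unless another error is named. Region starts and ends are those of the first and last positive probe.

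The median X chromosome ratio of the dam was 0.92 ± 0.10 (robust SD over 68 probes, from the median absolute deviation). This is the response of these arrays to a known doubling. The X ratio of the sire was 0.00 ± 0.10. Offspring 1, 2 and 3 had X ratios of -0.01 ± 0.11, -0.02 ± 0.11 and 0.04 ± 0.16. Offspring 4 and 5 had X ratios of 0.93 ± 0.11 and 0.99 ± 0.11. Over 23 Y probes the median ratio, with the same robust SD, was -2.13 ± 1.17 in the dam, -2.48 ± 1.01 in offspring 4 and -2.98 ± 1.65 in offspring 5. After normexp background correction it was -0.39, -0.33 and -0.35. Normexp correction thus shrank even these large ratios, so a fall after it does not by itself mark a call as false. The Y ratio lay between -0.07 and 0.04 in the other 4 mice. The labels give no sex for the offspring, and no groups were formed from these values.

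**Figure D1:**
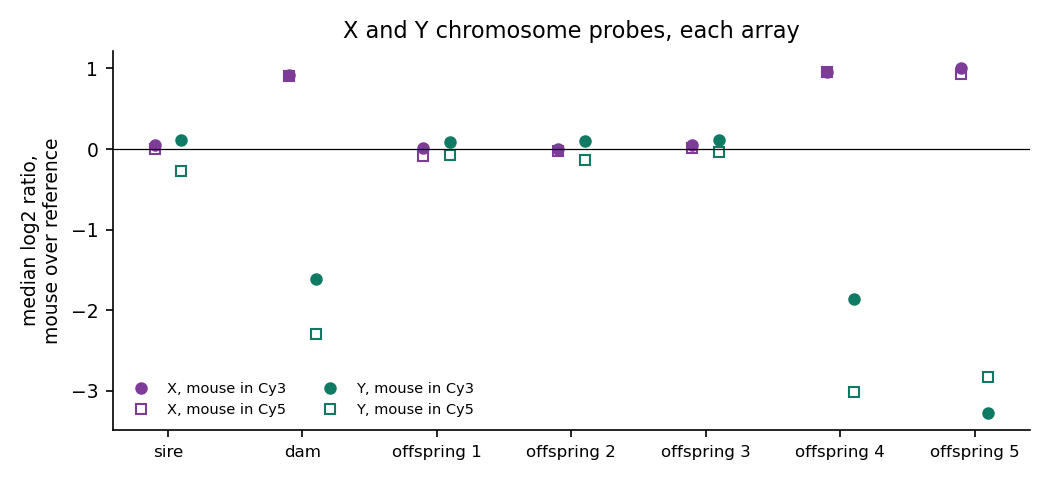
Median log2 ratio of mouse over reference for the 68 X probes and the 23 Y probes, with 1 point per array, the mouse in Cy3 or in Cy5. On X the arrays of the dam, offspring 4 and offspring 5 lie between 0.91 and 1.01. Those of the other 4 mice lie between -0.09 and 0.05.

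All 7 mice were called lower than the reference mouse at the same 3 single-probe regions. The ratio was -1.06 ± 0.04 (SE, n = 7 mice, limma adjusted p = 1.63e-05) on chromosome 10 from 114552122 to 114552181. On chromosome 11 it was -1.26 ± 0.05 from 61716305 to 61716364 and -1.23 ± 0.05 from 84308243 to 84308302. The probe on chromosome 15 from 59751425 was at -0.95 ± 0.05, the probe on chromosome 5 from 12894042 at -1.12 ± 0.06, and the probe on chromosome 15 from 96210491 at -1.05 ± 0.06, each lower in 7 of 7 mice. Further shifts in the same direction were found on chromosome 10 from 3318931 (-0.99 ± 0.06), chromosome 3 from 157646573 (-0.63 ± 0.04) and chromosome 19 from 6146518 (-0.58 ± 0.04). One probe was higher in 7 of 7 mice, on chromosome 10 from 97112476 (1.25 ± 0.07, adjusted p = 1.29e-04), but it was dim or flagged on an array and its shift fell to 0.08 after normexp background correction. As that correction also shrank the Y ratio of the dam, the fall does not decide whether the shift is real. The limma test of the family against the reference called 25 of 949362 autosomal probes at an adjusted p under 0.05 and a mean ratio over 0.5 in size, 24 lower and 1 higher, and 22 with scan day as a random block. Since 1 reference mouse served for all arrays, these calls describe that mouse against the family.

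The dam, offspring 4 and offspring 5 shared 10 autosomal regions that were lower than the reference and were called in no other mouse. The widest lay on chromosome 3 from 25417435 to 25432738 and held 3 positive probes, at -1.61 ± 0.14 in the dam, -1.72 ± 0.09 in offspring 4 and -1.51 ± 0.17 in offspring 5, against 0.03 ± 0.06 in the sire. It had the most positive probes of any region in the family. The deepest was a single probe on chromosome 6 from 104241394, at -3.03 ± 0.46 in the dam, -2.65 ± 0.02 in offspring 4 and -2.71 ± 0.31 in offspring 5. On chromosome 3 from 132549431 the same mice were at -2.59 ± 0.49, -2.04 ± 0.38 and -2.02 ± 0.04. On chromosome 9 from 35857910 they were at -2.06 ± 0.23, -2.11 ± 0.27 and -2.16 ± 0.09. On chromosome 16 from 40851536 they were at -2.10 ± 0.05, -1.75 ± 0.05 and -1.55 ± 0.17. The other 5 lay on chromosome 5 from 109220847 and from 123598779, chromosome 7 from 141019208, chromosome 9 from 4511804 and chromosome 11 from 112961382. None of the 10 regions held a dim or flagged probe, and the 3 carriers were the mice with an X ratio above 0.9. Lower regions found in exactly 3 mice numbered 13 in the family, so 3 had other carriers.

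**Figure D2:**
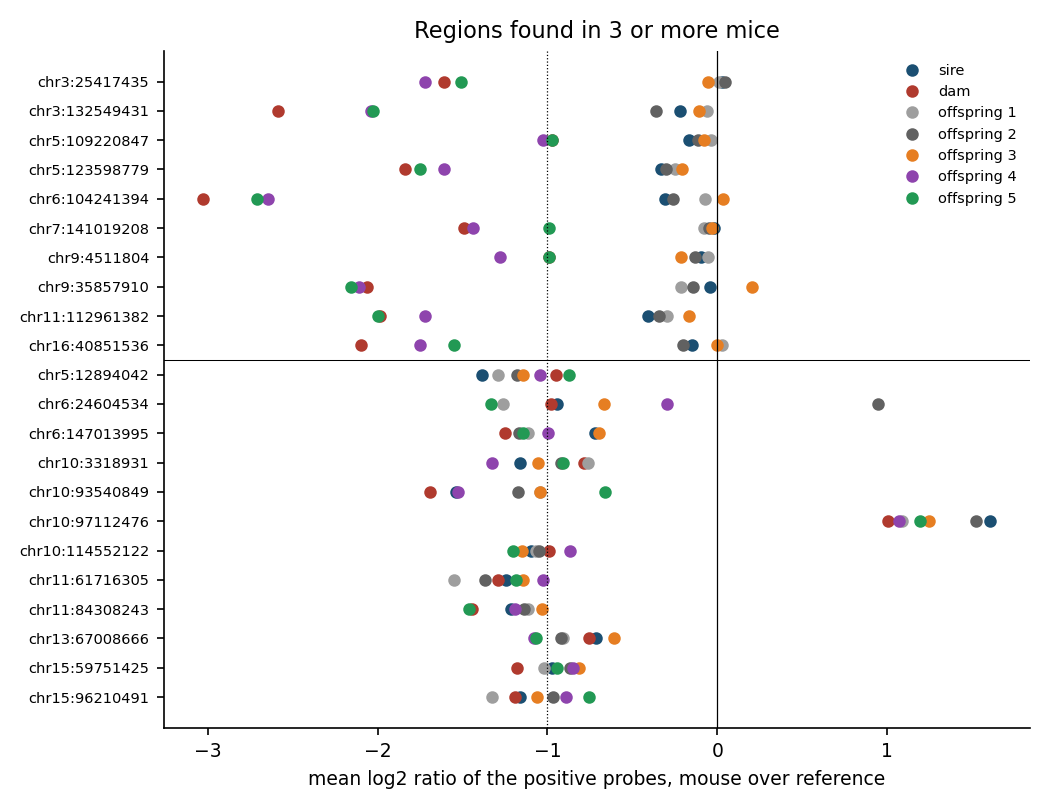
Mean log2 ratio of mouse over reference in each autosomal region found in 3 or more mice, with 1 point per mouse and the region start on mm9 on the vertical axis. The 10 regions above the line are those of the dam, offspring 4 and offspring 5, which reach -3.03, and most regions below it lie near the dotted line at -1 in all 7 mice.

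Summed over the 7 mice, autosomal probes passed the rule 1371 times, 606 times lower and 765 times higher than the reference, so that a probe positive in several mice counts in each. Joined between mice, they formed 1242 family regions, of which 1178 were found in 1 mouse only and 64 in more than 1. Of the shared regions, 46 were lower. The counts per mouse were 79 in the sire, 141 in the dam, 43 in offspring 1, 73 in offspring 2, 388 in offspring 3, 397 in offspring 4 and 250 in offspring 5. Only 15 family regions were Type L, the study's name for regions with 2 or more positive probes. Probes that passed the same rule in opposite directions on the dye-swapped arrays, which a copy number change would not give, numbered 3580 in the same sum, and in each mouse they exceeded those in the same direction. A dye effect per probe turns sign with the dye swap, so this count holds dye effects as well as noise. After normexp background correction the sum over mice was 105, of which 104 were lower and 1 higher, and without dim or flagged probes it was 220, of which 143 were lower and 77 higher.

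**Figure D3:**
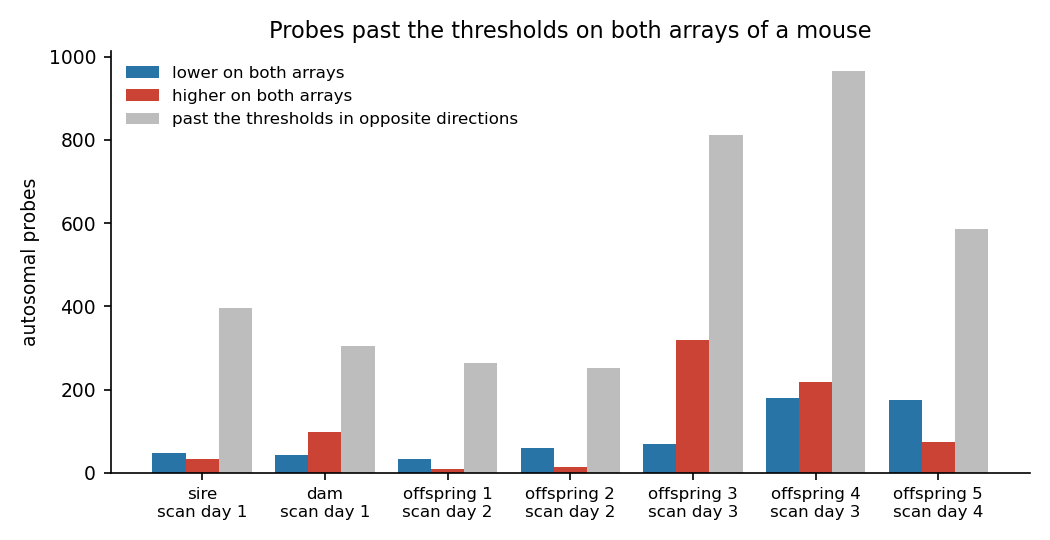
Number of autosomal probes per mouse that passed the rule lower or higher than the reference in both dye orientations, or in opposite directions, with the scan day. Opposite-direction probes number 252 to 395 in the mice of scan days 1 and 2 and 586 to 966 in those of scan days 3 and 4.

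De novo candidates, present in an offspring and in neither parent, numbered 929. They were 24 in offspring 1, 50 in offspring 2, 336 in offspring 3, 329 in offspring 4 and 190 in offspring 5. The 382 lower candidates had a median ratio of -1.12 and the 547 higher candidates a median of 1.11. Of the 11 Type L candidates, each with 2 positive probes, 4 held no dim or flagged probe. These were lower on chromosome 3 from 98196732 to 98199343 in offspring 4 (-0.74 ± 0.28; sire -0.29, dam -0.06) and on chromosome 14 from 54699442 to 54700772 in offspring 3 (-0.67 ± 0.05; sire 0.03, dam 0.01). The candidate on chromosome 3 ended shortly before a segment from 98235848 that was lower in the sire and offspring 1, given below. The higher ones were both in offspring 3, on chromosome 17 from 34790401 to 34792229 (0.63 ± 0.10) and on chromosome 9 from 75692755 to 75696034 (0.61 ± 0.05). The 7 Type L candidates with a dim or flagged probe ranged from -0.80 ± 0.09 in offspring 2 on chromosome 10 from 40691975 to 1.19 ± 0.33 in offspring 3 on chromosome 3 from 52212989. Another was at 1.03 ± 0.71 in offspring 4 on chromosome 8 from 131389650. Single-probe candidates reached 2.67 ± 1.22 in offspring 3 on chromosome 8 from 111820351 and -2.21 ± 0.60 in offspring 5 on chromosome 9 from 28428135, and the 15 of largest size all lay on dim or flagged probes.

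A dim or flagged probe lay in 841 of the 929 candidates (90.5%), against 2.94% of all autosomal probes. Leaving such probes out left 88 candidates, of which 45 were in offspring 3, 24 in offspring 4, 16 in offspring 5, 3 in offspring 2 and 0 in offspring 1. Normexp background correction left 2, on chromosome 2 from 4807348 in offspring 2 (-1.11) and on chromosome 17 from 57387322 in offspring 3 (-0.86), and neither was among the 929. That correction also lowered the X ratios of the dam, offspring 4 and offspring 5 to 0.77, 0.64 and 0.70, under the unchanged threshold of 0.8. It moved the Y ratio of the dam from -2.13 to -0.39 as well, so the count of 2 does not show the 929 to be false. Regions found in 1 mouse only, which can be counted in parents as well, averaged 202.8 ± 158 (SD, n = 5) in the offspring and 82.0 ± 31.1 (SD, n = 2) in the parents. The difference of 120.8 was smaller than the spread between offspring (exact two-sided permutation test over 21 splits, p = 0.429, smallest possible p = 0.0476). It fell to -51.5 without offspring 3, 4 and 5, the mice of scan days 3 and 4, and to -5.4 after normexp correction. Every scan day held parents only or offspring only, so no difference within a day could be computed.

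Most regions found in 1 parent were not found again in any offspring. Of 203 such regions, 72 of the sire and 131 of the dam, 164 were in no offspring. Carriers made up 62 of 1015 region and offspring pairs, or 6.11% (exact 95% confidence interval 4.71% to 7.76%), below 50% (exact two-sided binomial test, p = 7.27e-206). Without dim or flagged probes the share was 22.9%, after normexp correction it was 22%, and in Type L regions alone it was 20.0% over 10 pairs (exact binomial p = 0.109). The only carriers among those 10 pairs were offspring 4 and 5, at the region of the dam on chromosome 3 from 25417435. A share of 50% would hold for heterozygous changes only if each were called, whereas planted single-probe losses were called in 53.0% and gains in 1.43% of cases. At those rates, simulated without dim spots or dye effects, 26.5% would be found again for lower and 0.714% for higher single-probe regions. The share for lower regions was 7.62% (4.42% to 12.1%) in the sire and 18.3% (12.9% to 24.8%) in the dam, both below 26.5%, and 9.6% in the dam without the 10 regions shared by exactly the dam, offspring 4 and offspring 5. That 9.6% still holds 6 lower regions called only in the dam and offspring 4, and 2 only in the dam and offspring 5. In the 6, offspring 5 was at -0.89 to -0.26, and the sire and offspring 1, 2 and 3 at -0.48 to 0.09. In the 2, offspring 4 was at -1.06 and -0.38. Leaving out the 10 regions therefore does not remove the whole pattern of these 3 mice. The share for higher regions was 4.67% (1.90% to 9.38%) in the sire, above 0.714%. In the dam it was 1.46% (0.588% to 2.98%), an interval that holds 0.714%. Most of the 7 offspring carriers of higher sire regions came from 1 dim or flagged probe, on chromosome 10 from 97112476, called in all 5 offspring. That probe was higher than the reference in 7 of 7 mice, so the share of the sire rests on it. Lower regions of the sire also included probes lower in 7 of 7 mice, such as those on chromosome 5 from 12894042 and chromosome 15 from 96210491. Offspring 4 carried 18 and offspring 5 carried 13 regions of the dam, against 3, 2 and 3 in offspring 1, 2 and 3. These 18 and 13 include the 10 shared regions and the 6 and 2 regions above. Regions on one chromosome are not independent, and the intervals cover counting error only.

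Offspring and parents did not differ at any single probe past the threshold. With limma, 0 of 949362 autosomal probes had an adjusted p under 0.05, while 22535 had an unadjusted p under 0.05. Of planted differences of 0.5 this test called 0%, and of those of 1 it called 59%. With scan day as a random block the counts were 0 and 12016. The smallest adjusted p was 0.855, on chromosome 17 from 15341550, where the 5 offspring were higher than the parents by 0.92 ± 0.09 (SE), a difference of 0.00 ± 0.06 after normexp correction, and the probe was dim or flagged. Other probes with small unadjusted p were lower in the offspring, on chromosome 8 from 103029579 (difference -0.74 ± 0.10) and from 129986499 (difference -0.67 ± 0.09), and after normexp correction these differences were -0.15 ± 0.06 and -0.11 ± 0.06. Normexp correction also shrank the Y ratio of the dam, so these falls do not decide whether the differences are real. Parents were scanned on 1 day and offspring on 3 others, so day and group cannot be told apart for this comparison.

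Longer segments were sought in windows of 25 probes with a mean past 0.2 in size on both arrays, a search added after the data had been seen. Offspring 3 was lower over 512 kb on chromosome 14 from 54298700 to 54810474, at -0.35 ± 0.02 over 204 probes, with 94.1% of the probes below 0. The sire was at -0.03 ± 0.04 and the dam at 0.00 ± 0.04 over the same probes, and the other offspring lay between -0.02 and 0.00. The same mouse was lower on chromosome 6 from 41326536 to 41491123, at -0.23 ± 0.02 over 41 probes, against -0.07 to 0.00 in the other 6 mice. After normexp correction these segments were at -0.26 and -0.18, and with a running median along the genome subtracted they were at -0.21 and -0.16. The Type L candidate of offspring 3 on chromosome 14 lay inside the larger segment. Offspring 1 was lower on chromosome 14 from 53987431 to 54252014 at -0.21 ± 0.00 over 25 probes, a shift that fell to -0.05 after normexp correction. Since the correction also shrank the Y ratio of the dam, this fall does not decide whether the shift is real.

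Other segments were shared with a parent. The sire and offspring 1 were lower on chromosome 3 from 98235848 to 98418782, at -0.19 ± 0.00 and -0.20 ± 0.02 over 31 probes, where the dam was at 0.00 ± 0.02 and offspring 3 and 4 at -0.12 ± 0.06 and -0.11 ± 0.04. The dam, offspring 4 and offspring 5 were higher on chromosome 8 from 102125282 to 102257578, at 0.26 ± 0.04, 0.22 ± 0.04 and 0.24 ± 0.04 over 48 probes, with the other 4 mice between -0.03 and 0.03. The 2-probe region of offspring 5 on chromosome 8 from 102191828 to 102200750 (0.60 ± 0.02) lay inside it. The 3 mice with this segment were also those with X ratios of 0.92, 0.93 and 0.99, so inheritance and a link to the X or Y ratio cannot be told apart here. In the dam a window segment on chromosome 3 from 25360485 to 25489086 (-0.14 ± 0.04) surrounded the 3-probe region from 25417435, but its median probe was at -0.036 and 56.8% of its probes were below 0, so those 3 probes carried most of its mean. None of these levels reached the 0.92 that the X chromosome of the dam gave for a doubling. The higher segment on chromosome 8 also lay under 0.54, the level at which gains of 1 copy were planted. Of the 9 segments found, 6 lay in offspring. Windows that passed in opposite directions on the 2 arrays, which a copy number change would not give, formed 24 segments of up to 40 probes, so length sets only the 204-probe segment of offspring 3 far apart from this background. That background holds dye effects, which turn sign with the dye swap, as well as noise.

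**Figure D4:**
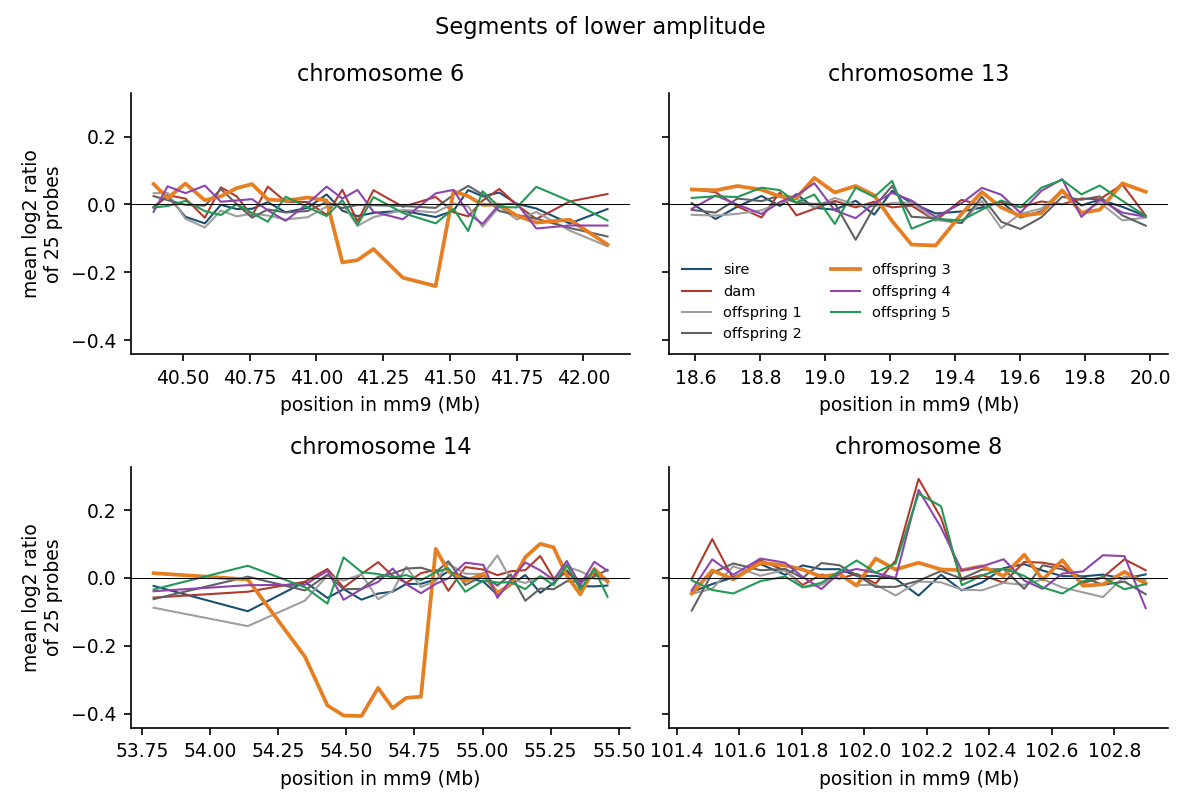
Mean log2 ratio of 25 consecutive probes along chromosomes 6, 13, 14 and 8, with 1 line per mouse and positions on mm9. Offspring 3 is lowest on chromosome 14, where its segment from 54298700 to 54810474 averaged -0.35, and the dam, offspring 4 and offspring 5 rise together on chromosome 8, while the panel of chromosome 13 holds a segment of offspring 3 from 19242665 to 19373569 (-0.12) that passed only a threshold of 0.15.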

Values the study reported

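Leaving out mice with 4 or more changes, which it lists separately, the paper gives 11 deletions and 3 duplications as de novo changes in the non-irradiated group, and 31 deletions and 1 duplication in the irradiated group. These had passed a second, denser array and quantitative PCR, neither of which was analysed here. Offspring with de novo deletions made up 7.1% (11 of 156) of the non-irradiated and 20.4% (29 of 142) of the irradiated group. The tables of the paper list no mouse of this family.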

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

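All tests in this part were chosen after the result was seen. Groups of 5 offspring were examined for a single mouse far from the others in 58 cases, and 4 were found, about as many as the 1 in 20 that chance gives. Of the 4, 3 are window segments called in the mouse that stands apart, so its distance restates how they were chosen. De novo candidates were not examined, for the same reason. On chromosome 14 from 54298700 offspring 3 was at -0.35, and the nearest other offspring was at -0.02. On chromosome 6 from 41326536 offspring 3 was at -0.23, and the nearest was at -0.07. On chromosome 14 from 53987431 offspring 1 was at -0.21 and the nearest at -0.03. The shift of offspring 1 was -0.05 after normexp correction, which shrank the Y ratio of the dam too. At the probe on chromosome 8 from 111589313, which was dim or flagged on an array, offspring 3 was at -0.082 and the nearest at -0.26.

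The segments of offspring 3 on chromosomes 14 and 6 were weighed against noise, a loss in all cells and inheritance. Segments that passed in opposite directions on the 2 arrays of a mouse held at most 40 probes. The segment of chromosome 14 held 204, which argues against array noise. The segment of chromosome 6 held 41 and cannot be told apart from noise by its length. At a threshold of 0.15 it lay in a lower segment of 67 probes, beside another of 58, while segments in opposite directions reached 69. Segments in opposite directions can also come from dye effects, so they are no background of noise alone. The most extreme window, at -0.43, was 46.4% of the shift of the dam's X chromosome, which argues against a loss of 1 copy in all cells, and the largest shift of a parent was -0.034, which argues against a change already present in a parent. A T-cell clone in the tail sample is a hypothesis prompted by these segments, since chromosomes 6 and 14 hold T-cell receptor genes, and it stays open, since at a threshold of 0.15 only 1 lower segment of offspring 3 lay elsewhere, on chromosome 13, which holds such genes too (5.35% by chance). At this threshold 2 of 13 lower segments of the other mice lay on chromosomes 6, 13 or 14. After normexp correction the counts were 3 of 3 in offspring 3 and 0 of 6 in the other mice. Those counts include the chromosomes that prompted the hypothesis, so they are no separate test of it. Positions within the chromosomes were not compared, and a loss in part of the cells for another reason also stays open.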

How the results depend on the processing

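Tests with scan day, the dye effect per probe, the mice of scan days 3 and 4, the regions of exactly the dam with offspring 4 and 5, and the windows were chosen after the result was seen, the others earlier. For positive probes summed over mice, family regions and de novo candidates (1371, 1242 and 929), normexp correction gave 105, 44 and 2, thresholds of 1.0 and 0.6 gave 492, 446 and 331, and thresholds of 0.6 and 0.4 gave 4829, 4436 and 3278. The mean of the 2 arrays gave 6579, 5751 and 4537, no dim or flagged probes 220, 141 and 88, the latter with the dye effect removed 216, 134 and 74, and no mice of scan days 3 and 4, which leaves fewer mice, 336, 301 and 74. Lower probes were 606 of the 1371 positive ones, 104 of 105 after normexp correction and 143 of 220 without dim or flagged probes. The difference in private regions, 120.8, became -5.4 under normexp (exact permutation p = 0.143) and -51.5 without the mice of scan days 3 and 4 (exact p = 0.333). Transmission in Type L regions alone was 20.0% over 10 pairs (exact binomial p = 0.109), no longer past the threshold. Its only carriers were offspring 4 and 5, at a region of the dam on chromosome 3 from 25417435. Elsewhere transmission ranged from 3.45% without the mice of scan days 3 and 4 to 22.9% without dim or flagged probes. The X ratio of the dam was 0.77 and its Y ratio -0.39 under normexp. The 9 window segments became 2 with 100 probes and 0.15, 49 at 0.15 and 4 at 0.25. Beyond what the thresholds, smaller sets and the shrinking of ratios under normexp change by construction, the cause was not tested.

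Leaving out 1 offspring gave 593 to 905 de novo candidates, with 593 without offspring 3 and 600 without offspring 4, 974 to 1328 positive probes, 881 to 1217 family regions, a private difference of 80.5 to 164.8, transmission of 4.68% to 6.90%, 18 to 26 probes of the family against the reference, and 7 to 9 segments. In all 13 alternatives limma called 0 probes between offspring and parents, and 18 to 31 for the family. Of the named values none changed sign as a call, but 38 values in 33 regions, 11 in 6 segments, 5 of X and 3 of Y moved by more than the spread between arrays or probes, and 1 probe fell below the threshold, on chromosome 10 from 97112476 (0.08 under normexp). The gene list tests and their Type L alternative were not run, for lack of gene positions on mm9. No paired analysis was possible because the groups share fewer than 2 replicate numbers. Low signal over background limits all single-probe calls.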

Other observations

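All tests in this part were chosen after the result was seen. Offspring 3, 4 and 5 had 361, 352 and 218 regions found in no other mouse, against 25 to 104 in the other 4 mice. Dim spots may account for many of them, since 90.5% of the de novo candidates held a dim or flagged probe against 2.94% of all autosomal probes. Whether they account for the whole excess stays open, since without such probes these mice still had 48, 26 and 20 private regions against 12 or fewer in each other mouse, but with the dye effect also removed offspring 5 had 16 against 20 in the dam, and after normexp correction they had 1, 0 and 1 against 12 in the dam. The share of positive probes that were dim or flagged was as high in the sire (88.6%) as in these mice (84.0% to 86.4%). Noisier arrays of scan days 3 and 4 may also contribute. Their robust SD per probe was 0.224 to 0.287 per array, against 0.195 to 0.216 on the other days. Probes that passed in opposite directions were also at least 1.48 times as many in these mice (586 and more) as in the others (395 and fewer). Such counts also hold dye effects per probe, so they do not measure noise alone. Of the lower candidates 93.5% held a dim or flagged probe, which argues against losses at random places as the source of the set, while the 25 without one cannot be told apart from losses, as no denser array was analysed here. The paper's tables of changes that passed its denser array and quantitative PCR list no mouse of this family. For the higher candidates the share was 88.5%, which decides nothing about gains of 1 copy, since only 1.43% of planted single-probe gains passed the rule and noisy probes pass more easily.

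The 10 lower regions of the dam, offspring 4 and offspring 5 were weighed as inherited losses and as probes that also bind Y-linked sequence. In 6 of the 10 both offspring lay under -1 by over 2 SD, which argues against 1 lost copy from the dam beside an intact copy from the sire, and in the other 4 the level cannot be told apart from such a loss. Binding to Y-linked sequence, which the male reference has and these mice may lack, stays open. Away from these regions, 10 probes were weakly lower in exactly these 3 mice. Any other set among the 35 sets of 3 mice held at most 3. Weakly lower meant under -0.3 on both arrays, with a mean above -0.2 in the other 4 mice and no dim or flagged spot. Separate losses inherited from the dam would reach different sets of offspring. The 10 regions lay on chromosomes 3, 5, 6, 7, 9, 11 and 16, and no other set of the dam with 2 offspring alone shared a lower region. This argues against separate inherited losses as the source of the 10 regions. The files give no probe sequences to compare with the Y chromosome.

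At a window threshold of 0.15, offspring 3 had 25 higher segments in addition to its 4 lower ones. Its robust SD of windows was 0.0376, the highest of the 7 mice, and that of the dam, the lowest, was 0.0260. Offspring 2 had 6 segments at this threshold, all lower, among them chromosome 11 from 3044037 to 3132255 and chromosome 14 from 51136938 to 51299450. After normexp correction offspring 3 had 3 lower and no higher segments, and none of these 6 of offspring 2 was found. Segments that passed 0.15 in opposite directions on the 2 arrays numbered 177 in offspring 3 and 20 in offspring 2, more than those in the same direction.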
